A study of Arabidopsis thaliana with 18 samples. Its data were reported in "BORDER proteins protect expression of neighboring genes by promoting 3′ Pol II pausing in plants" (2019).

How the data were processed

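Messenger RNA of whole seedlings of WT (Col-0), *bdr1*, *bdr2*, *bdr3*, the triple mutant *bdrs* and *fpa* was sequenced in 3 libraries per group, 18 in all. Seedlings were 8 days old and grown at 21 °C with 16 h of light and 8 h of dark after 4 days of cold treatment. The authors made strand-specific mRNA libraries, aligned the reads with STAR 2.5.2b, processed alignments with SAMtools 1.3.1 and counted reads per gene of TAIR10 with featureCounts, as the methods and the submitters' processing notes state. The strand setting of the counting was not given in the sources used here, so genes that overlap on either strand are uncertain.

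The deposited raw table holds counts of reads per gene, not normalized, for 33602 genes, of which 25596 had at least 1 read. The authors' second table holds a normalized signal: for 23577 genes (23503 of them protein coding), every value equalled the raw count divided by 1 size factor per library within a relative tolerance of 1e-06 (100% of values). The authors used DESeq2 1.14.1 in R 3.3.2, and the rule that chose these genes was not given in the sources used here. Tests here started from the raw counts, and the normalized table served only to define an alternative set of genes. Every column of both tables belonged to 1 of the 18 samples by its name. Library totals ranged from 11566600 to 21084793 counts, and pairs of libraries of a group differed by far more than sampling noise (chi-square per degree of freedom of at least 12.9), so no library was taken as a copy of another.

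Counts were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization, filterByExpr) in R 4.3.3, with all 18 libraries in 1 fit, 12 residual degrees of freedom and Benjamini-Hochberg adjustment over 20143 tested genes. A gene was called at an adjusted p under 0.05, and the common biological coefficient of variation was 17.3%. Contrasts set each mutant against WT, *bdrs* against *fpa*, and *bdrs* against the sum of the single effects. Levels are CPM on TMM-scaled library sizes, as mean ± SD of 3 libraries, and log2 fold changes carry the standard error of the fit. On counts simulated for *bdrs* against WT over 20143 genes, 67 genes were changed 1.5-fold, 67 were changed 2-fold and 66 were changed 4-fold. The test recovered 9.0%, 50.7% and 100% of these, with 4 false among 110 calls. Adjusted p-values depend on how many genes change, and the real contrast gave 940 calls. These shares therefore need not hold for the real contrast.

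Gene lists were fixed from general knowledge after reading the paper and part of its supplement, and before the data were examined. The Calvin cycle list holds *PGK1* and *GAPB*, which the paper shows as examples, so these 2 were not chosen independently of it. They cover flowering time, the Calvin cycle, light harvesting and photosystems, seed maturation, root hairs, the root endodermis and barrier, root meristem and cell division, salicylic acid defence, jasmonate, abscisic acid with drought and cold, heat shock, the circadian clock, phosphate starvation, iron deficiency, flavonoids and anthocyanin, transcript elongation and 3′ end formation, and reference genes. Each was tested with camera (limma 3.58.1, inter-gene correlation 0.01, Benjamini-Hochberg adjustment over lists within a contrast) and again with an estimated correlation. Named genes followed a rule fixed at the same time: the 4 mutated genes; for *bdrs* and *fpa* the 10 higher and 10 lower genes with the largest log2 fold change among those called, with a mean of at least 1 CPM and all mutant libraries on 1 side of all WT libraries; the 5 higher and 5 lower for the other contrasts with WT and for the sum; the 5 genes lower in *bdrs* with the smallest p and a tandem upstream neighbour at 0 to 500 bp; the members of each list with the smallest p; and *FLC*. Genes named for the direct comparison of *bdrs* with *fpa*, genes called in several mutants, and list members beyond those with the smallest p were chosen after their values were seen.

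Gene positions came from the RefSeq annotation of TAIR10.1, which matched 32835 of 33323 nuclear genes of the count table on 5 chromosomes. Its gene models are newer than those of TAIR10 that the authors counted, so distances between genes can differ from those of the older models, and coordinates are those of TAIR10.1. The upstream neighbour was the nearest annotated gene 5′ of the gene start on either strand. Where another gene lay over the start, the gene with the largest overlap was taken, and its distance was minus the overlap. These negative distances entered the medians of distance. A gene was tandem where its upstream neighbour lay on its own strand. Tandem shares were compared with two-sided Fisher's exact tests, and distances and WT expression of neighbours (log2 RPKM with a pseudocount of 0.1) with two-sided permutation tests of the difference of medians (100000 resamples). The class of close tandem genes required a neighbour at 0 to 500 bp in the upper tertile of WT expression. The score of a class in a library was the mean over its genes of log2 CPM less the WT mean of each gene. The same mean over all other tested genes was subtracted. A score is thus a difference of means over genes, and it is not on the scale of the class medians. Scores per library were compared with two-sided exact permutation tests. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.

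Same-numbered libraries of WT and *fpa* deviated together from their group means (correlations 0.25, 0.11 and 0.43), although WT 2 correlated best with *fpa* 1. Since all 3 were over 0.1, the numbers were taken to pair these groups, a reading from the values since the labels state no shared batch. The other groups were not read as paired, although each WT library correlated best with the *bdrs* library of its number (0.19, 0.23 and 0.02). The share of light-harvesting transcripts rose from number 1 to number 3 in all 6 groups, so the numbers may mark structure in every contrast. The main tests used no block, and blocked counts stand beside the *fpa* and *bdrs* results. Alternatives were DESeq2 1.42.0 (Wald test), DESeq2 size factors in the edgeR fit, no filter on low counts, only the 2 groups of a contrast, the replicate number as a block, each library left out in turn, an estimated correlation for gene lists, and protein-coding genes only as neighbours. Shared calls were set beside 20 simulations of unchanged groups against the same WT libraries.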

Results

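The transcriptomes of 8-day-old *Arabidopsis thaliana* seedlings were measured by RNA-seq in 6 groups of 3 libraries each. The groups were the Col-0 wild type (WT), the single insertion mutants *bdr1*, *bdr2* and *bdr3*, the triple mutant that combines them (*bdrs*), and the *fpa* mutant. *BDR1*, *BDR2* and *BDR3* encode BORDER proteins, nuclear proteins that combine a SPOC domain with the central domain of the elongation factor TFIIS. *FPA* encodes a SPOC protein that binds RNA, acts in the choice of RNA 3′ ends and promotes flowering. Library totals ranged from 11566600 to 21084793 counted reads, and the WT libraries held 17062008, 17541559 and 17713047. Ribosomal RNA genes took 1.65% of the counts in *bdrs* 1, 1.78% in *fpa* 3 and 1.01% in *bdr1* 3, against 0.053% to 0.659% in the other 15 libraries. Genes of the light-harvesting list took 9.60% to 12.6% of the counts in the libraries numbered 1 and 14.6% to 17.5% in those numbered 3. The methods call the triplicates of WT and the triple mutant biological but do not say whether the seedlings of each library were grown apart. The edgeR p-values thus measure the spread between these libraries. Fisher's exact tests and the permutation tests of distance and neighbour expression take genes as units. Their p-values measure no spread between libraries.

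The mutated genes were examined first in every group. *BDR1* (AT5G25520, chromosome 5, 8885088 to 8889904, TAIR10.1) stood at 29.3 ± 4.39 CPM (counts scaled by library size, SD, n = 3) in WT. It fell to 7.28 ± 0.49 CPM in *bdr1* (log2 fold change −2.01 ± 0.17 SE, edgeR adjusted p = 3.07e-06) and to 3.47 ± 0.47 CPM in *bdrs* (−3.07, edgeR adjusted p = 2.11e-09). *BDR2* (AT5G11430, chromosome 5, 3647862 to 3652477) stood at 15.5 ± 1.03 CPM in WT. Its level fell to 6.61 CPM in *bdr2* (−1.22 ± 0.14, edgeR adjusted p = 4.81e-04) and to 7.74 CPM in *bdrs* (−1.0, edgeR adjusted p = 1.45e-04). *BDR3* (AT2G25640, chromosome 2, 10910461 to 10914547) stood at 8.06 CPM in WT, 6.46 ± 1.44 CPM in *bdr3* and 7.29 ± 1.22 CPM in *bdrs*, and passed the test in neither (edgeR adjusted p = 1 and 0.804). Counts over the whole gene cannot show an insertion, so *BDR3* does not check the labels of *bdr3*. *FPA* (AT2G43410, chromosome 2, 18025247 to 18031255) fell from 40.0 ± 7.66 to 23.5 ± 1.95 CPM in *fpa* (−0.77, edgeR adjusted p = 0.01). That call was lost without WT 2, *fpa* 1 or *fpa* 2 (adjusted p = 0.0797, 0.0569 and 0.0536). In every other mutant the 4 genes did not pass the test.

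**Figure D1:**
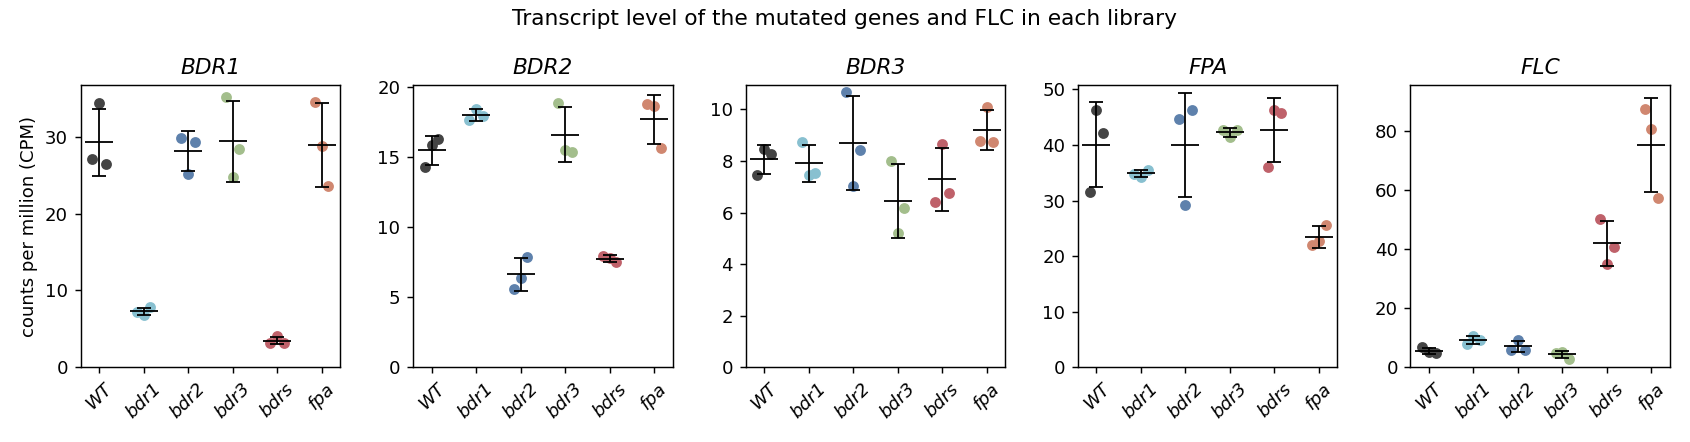
CPM of the 4 mutated genes and of *FLC* in each of the 18 libraries (points), with the mean and SD of each group of 3 (lines). *BDR1* is low in *bdr1* and *bdrs*, *BDR2* in *bdr2* and *bdrs*, and *FLC* rises from 5.57 CPM in WT to 42 in *bdrs* and 75.3 in *fpa*.

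The comparison of *bdrs* with WT asks which transcripts depend on the 3 BORDER proteins together. The genes that fell furthest were nearly silent in the triple mutant: AT4G11410 went from 14.4 ± 1.24 to 0.14 ± 0.04 CPM (SD, n = 3), AT1G09910 from 13.5 to 0.19 CPM and AT4G31310 from 14.0 to 0.33 CPM. AT3G01345, *MRD1* (AT1G53480), AT2G14115, AT1G79740, AT1G20816, AT5G52370 and AT3G52155 fell by log2 fold changes from −6.58 to −3.72. *FLC* (AT5G10140, chromosome 5, 3173382 to 3179448), a MADS-box repressor of flowering, rose from 5.57 ± 0.97 to 42 ± 7.70 CPM (log2 fold change 2.91 ± 0.24 SE, edgeR adjusted p = 1.36e-07). Its target *SOC1*, a promoter of flowering, fell from 12.2 to 2.54 CPM (−2.23 ± 0.45, edgeR adjusted p = 0.0049). Among the genes that rose most were AT5G38910 (0.28 to 9.07 CPM, log2 fold change 4.98), AT5G09570 (4.40), AT5G60610 (3.02), AT2G21640 (3.14), AT4G12500 (3.52) and *NDB4* (AT2G20800, 3.98), an alternative NADH dehydrogenase of mitochondria. *CYP71A12* (3.28) and *CYP82C2* (3.11), which act in indole defence metabolism, the flagellin-induced receptor kinase gene *FRK1* (3.16) and the senescence-associated gene *SAG13* (3.66) completed the 10 largest rises. In all, 381 genes were higher and 559 lower at an edgeR adjusted p under 0.05 of 20143 tested, 625 of them by over 2-fold. In 18.1% of the tested genes the *bdrs* and WT libraries did not overlap, where chance gives 10%. The number higher was 237 without WT 1, 213 without WT 2, 170 without *bdrs* 2, 696 without *bdrs* 1 and 693 without the 3 libraries richest in ribosomal RNA. The number lower was 355 without *bdrs* 2. With the replicate number as a block, 538 genes were higher and 700 lower. Without *bdrs* 2, *SAG13* (log2 fold change 1.84) and *FRK1* (2.28) lost their calls (adjusted p = 0.0692 and 0.0728). *MRD1* overlaps *HEI10* on the opposite strand, whose reads cannot be told apart from its own because the strand setting of the counting was not stated.

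Seed maturation genes fell in *bdrs*. Of 24 measured members, 13 passed the test, all lower, and adjusted over the list alone 18 were lower and 1 higher. The storage globulin gene *CRA1* fell from 285 ± 62.5 to 72.3 ± 27.8 CPM (−1.98 ± 0.30), *PER1*, a peroxiredoxin gene of dry seeds, from 38.2 to 9.52 CPM (−2.01). The oleosin gene *OLEO2* fell from 83.2 to 22.1 CPM (−1.92) and *ABI3*, a transcription factor of seed maturation, from 6.73 to 1.98 CPM (−1.78). The 2S albumin genes *SESA1*, *SESA2* and *SESA3* did not pass the test (0.00, −0.39 and 0.68), nor did *CRB*, which lay higher (1.56, edgeR adjusted p = 0.118). The camera test of the list gave an adjusted p of 6.94e-17 with a preset correlation, and adjusted p = 0.0906 with an estimated correlation. Salicylic acid defence genes lay higher, with *SAG13*, *WRKY70* (2.02) and *PBS3* (2.23) past the test of 17 measured (7 adjusted over the list alone; camera adjusted p = 3.36e-05, and adjusted p = 0.326 with an estimated correlation). These 3 genes varied strongly among the triple mutant libraries (*SAG13* 9.88 ± 12.2 CPM) and lost their calls without *bdrs* 2 (adjusted p = 0.0692, 0.0677 and 0.326), where *SAG13* fell to a log2 fold change of 1.84 and *WRKY70* to 1.22. *PBS3* lost its call also without WT 1, WT 2, WT 3 or *bdrs* 3 (0.135, 0.0824, 0.0749 and 0.0591). Of 19 jasmonate genes, 4 rose (5 adjusted over the list alone; camera adjusted p = 6.91e-04, and adjusted p = 0.252 with an estimated correlation). They were the lipoxygenase genes *LOX3* (1.3) and *LOX4* (1.55), *OPR3* (0.74), which encodes a later enzyme of jasmonate synthesis, and the transcription factor gene *ORA59* (2.03). None of the 4 kept its call in every fit that left out 1 library: *LOX3* lost it without WT 1, WT 3 or *bdrs* 3 (adjusted p = 0.0702, 0.0589 and 0.132) and *LOX4* without WT 2, WT 3, *bdrs* 2 or *bdrs* 3 (up to 0.22). *OPR3* lost it without any of WT 1, WT 2, WT 3, *bdrs* 2 or *bdrs* 3 (up to 0.394) and *ORA59* without any library but *bdrs* 3 (up to 0.462). Without *bdrs* 3 the log2 fold change of *LOX4* was 0.92 and that of *OPR3* 0.37.

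Abscisic acid, drought and cold genes gave 5 lower of 23 measured (6 lower and 2 higher adjusted over the list alone; camera adjusted p = 0.0329, and adjusted p = 0.556 with an estimated correlation). *HAI1*, a protein phosphatase gene of abscisic acid signalling, fell from 51.4 ± 3.43 to 23.7 ± 2.93 CPM (−1.12), *ADH1*, an alcohol dehydrogenase gene, from 10.2 to 4.29 CPM (−1.26) and the dehydrin gene *LTI30* from 25.5 to 12.9 CPM (−0.99). *RD29B* (−0.93) and *KIN2* (−0.74) were the others, and the call of *KIN2* was not examined in the alternative fits. The list lost its call without WT 1, *bdrs* 1 or *bdrs* 2 (adjusted p = 0.0632, 0.198 and 0.358) and without the 3 libraries richest in ribosomal RNA (0.164), and stood at the threshold with the replicate number as a block (0.05). *LTI30* lost its call without WT 1, WT 3 or *bdrs* 2 (0.0584, 0.0526 and 0.103), and *RD29B* without any library but *bdrs* 3 (up to 0.114). Of 16 flavonoid and anthocyanin genes, *5MAT*, an anthocyanin malonyltransferase gene, rose (1.83; 2 adjusted over the list alone), with a camera adjusted p of 0.0289 for the list, and adjusted p = 0.556 with an estimated correlation. That list lost its call without WT 1 or *bdrs* 3 (adjusted p = 0.073 and 0.157), and *5MAT* without WT 1, WT 2 or *bdrs* 3 (0.0603, 0.0564 and 0.117). The other 12 lists missed the camera threshold. Of 14 flowering time genes, *FLC* rose and *SOC1* fell (camera adjusted p = 0.229). Of 23 Calvin cycle genes, *PGK1* fell from 1280 to 824 CPM (−0.64) and *GAPB* from 2732 to 1632 CPM (−0.74; camera adjusted p = 0.776). *GAPB* lost its call without WT 2 or *bdrs* 2 (0.0644 and 0.0855) and *PGK1* without any library but *bdrs* 3 (up to 0.193). The coumarin synthesis gene *F6H1* rose among 10 iron deficiency genes (1.40; camera adjusted p = 0.132). *SGN3* of the endodermal barrier rose among 10 genes (0.75; 0.132) and the phosphate transporter gene *PHT1;4* among 9 phosphate starvation genes (0.81; 0.293). *SGN3* lost its call without WT 1, WT 2, WT 3, *bdrs* 2 or *bdrs* 3 (adjusted p up to 0.165), and *PHT1;4* without WT 1, WT 2, *bdrs* 1 or *bdrs* 2 (up to 0.128). No member passed the edgeR test among 25 light-harvesting and photosystem genes (camera adjusted p = 0.229), 11 root hair genes (0.0839), 18 root meristem and cell division genes (0.293), 14 heat shock genes (0.59), 19 clock genes (0.293), 22 genes of transcript elongation and 3′ end formation (0.164) and 10 reference genes (0.768).

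Genes lower in *bdrs* were examined for the strand and distance of the gene upstream of them, because the study asks whether BORDER proteins act where genes follow each other closely. A tandem gene is one whose nearest upstream neighbour lies on the same strand. AT4G11410 (chromosome 4, 6944891 to 6947413) begins 62 bp beyond *EIF3A* (AT4G11420), a translation initiation factor gene that stood at 73.6 ± 9.55 CPM in WT and 77.7 CPM in *bdrs* (log2 fold change 0.08 ± 0.21 SE). AT4G31310 (chromosome 4, 15191220 to 15192596) begins 2 bp beyond the proteasome subunit gene *PBA1* (106 and 121 CPM, 0.20 ± 0.15). *NdhM* (AT4G37925), a subunit gene of the chloroplast NADH dehydrogenase-like complex, fell from 42.2 ± 9.56 to 4.27 ± 0.38 CPM (−3.31 ± 0.19), while *SHM1*, a photorespiratory gene that ends 111 bp before it, stood at 1084 and 1140 CPM (0.07 ± 0.18). AT5G52370, 16 bp beyond AT5G52380, fell from 12.6 to 0.93 CPM (−3.80) and AT1G09910, 142 bp beyond AT1G09920, by −6.21, with neighbours at 0.51 ± 0.28 and 0.05 ± 0.15. In WT these neighbours stood at 1.74 CPM, well below AT5G52370, and at 12.6 CPM, near the 13.5 CPM of AT1G09910. All 5 genes passed the test (edgeR adjusted p from 5.78e-13 to 1.28e-09) and none of the 5 neighbours did (0.430 to 0.920).

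**Figure D2:**
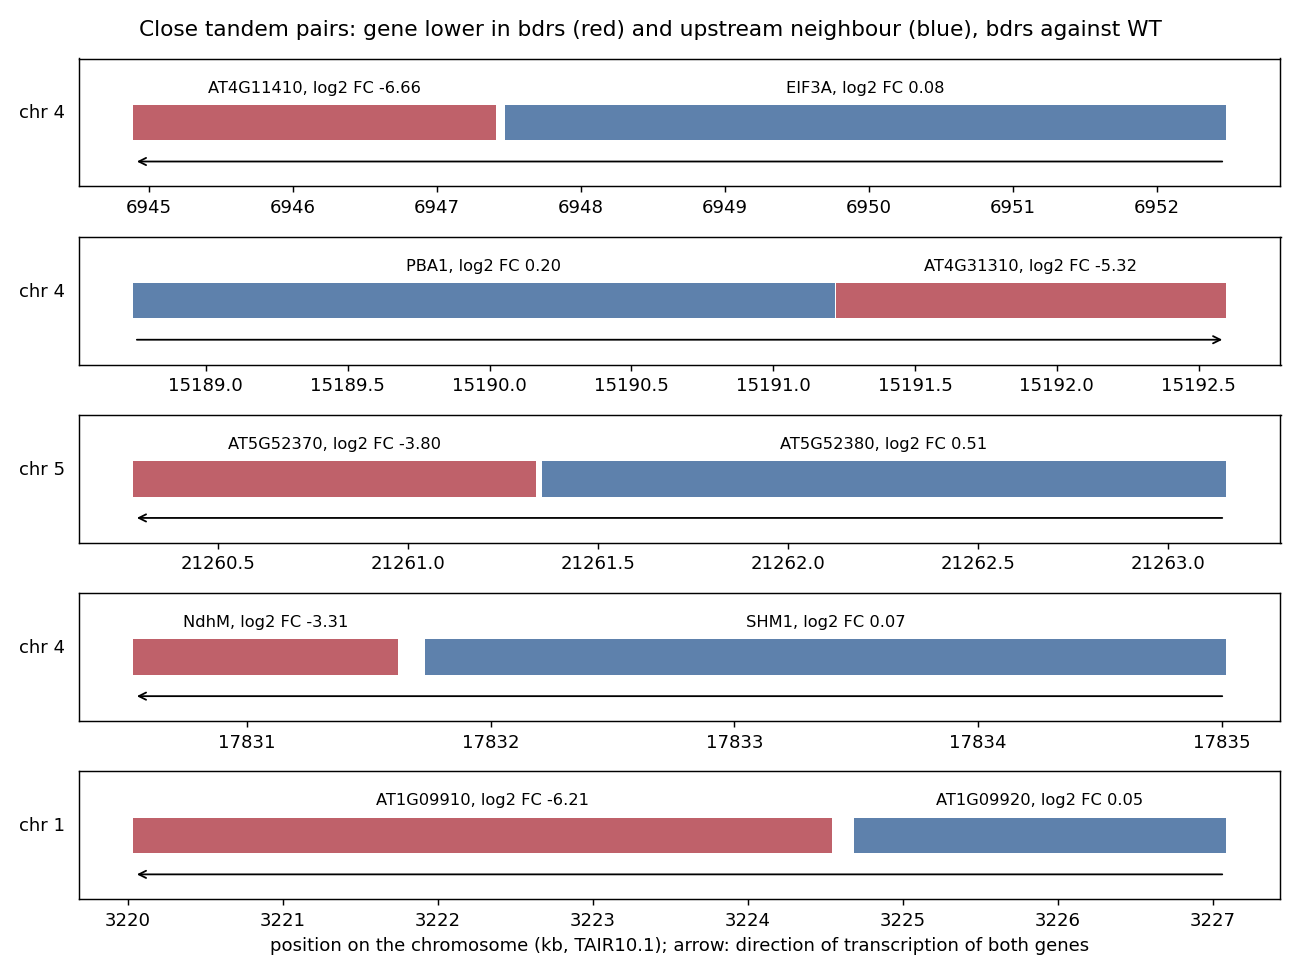
Maps of the 5 close tandem pairs with the smallest p in *bdrs* against WT, drawn to scale within each panel (kb, TAIR10.1), with the log2 fold change of each gene and arrows for the direction of transcription. Each gene that fell (red, −3.31 to −6.66) lies 2 to 142 bp beyond a neighbour (blue) whose change did not pass the test.

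The whole set of lower genes showed the same arrangement. Of the 559 genes lower in *bdrs*, 443 (79.2%) had a tandem upstream neighbour, against 50.2% of 19449 other tested genes (odds ratio 3.79, two-sided Fisher's exact test p = 2.87e-44). The median distance to that neighbour was 76 bp (quartiles 16 and 216 bp), against 640 bp for other tandem genes (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). Without *bdrs* 1 the share was 70.6% (odds ratio 2.36) and the median 118 bp, and without the 3 libraries richest in ribosomal RNA they were 71.2% (2.43) and 122 bp. The neighbours of the lower genes were 1.95-fold more highly expressed in WT (median log2 RPKM 3.53 against 2.57, 409 neighbours measured, two-sided permutation test, p = 1e-05, the smallest possible), and 1 of the 409 was higher and 9 lower in *bdrs*, with a median log2 fold change of 0.019 (per-library mean 0.013 ± 0.016 SD, n = 3), which turned to −0.011 without *bdrs* 2. In 59 cases gene and neighbour overlapped, so that the distance was negative and reads cannot be assigned with certainty. Genes higher in *bdrs* were tandem in 55.4% of 377 cases against 50.9% (Fisher's exact test p = 0.0862) and lay 1123 bp from their tandem neighbour against 588 bp (permutation test, p = 2e-05), with no difference in neighbour expression past the threshold (p = 0.474). On the downstream side, 52.4% of the lower genes had a neighbour on the same strand against 50.2% (Fisher's exact test p = 0.324), as did 60.2% of the higher genes against 50.1% (p = 1.14e-04).

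Distance and strand separated the tested genes in *bdrs*. Among 2832 genes with a tandem neighbour at 0 to 250 bp the median log2 fold change was −0.098 and 284 were lower, while above 250 and up to 500 bp the median of 1436 genes was −0.006 and 38 were lower. Among 1838 genes with an opposite-strand neighbour at 0 to 250 bp the median was 0.018 and 17 were lower. A class was defined by annotation and WT levels, as 1203 genes with a tandem neighbour within 500 bp and in the upper tertile of WT expression. The paper had reported this arrangement from these same libraries, so the class was not chosen independently of the *bdrs* values and its p-values are no independent support. The paper states that its results held in a separate RNA-seq study of WT and the triple mutant, which was not examined here. The class had a median of −0.143 in *bdrs* against 0.018 for all other genes, with 168 lower and 15 higher (camera p = 1.63e-13, and p = 1.9e-08 with an estimated correlation). The 780 genes with a highly expressed opposite-strand neighbour as close had a median of 0.002 (camera p = 0.857, exact permutation test of library scores p = 0.4). The 2118 genes whose tandem neighbour lay over 2000 bp away had 0.032 (camera p = 0.119, or 0.0389 with an estimated correlation, exact permutation test of library scores p = 0.1). In the other mutants the class of close tandem genes missed the camera threshold, with medians of −0.004 in *bdr1* (0.009 without WT 2, camera p = 0.277, exact permutation test of library scores p = 0.1), −0.006 in *bdr2* (0.489 and 0.5), −0.015 in *bdr3* (0.533 and 0.4) and 0.034 in *fpa* (0.423 and 0.1). Per library, the score of the class was −0.30 ± 0.016 (SD, n = 3) in *bdrs* and 0.000 ± 0.018 in WT, with an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. The *bdr1* and *fpa* scores were −0.034 ± 0.008 and 0.051 ± 0.012.

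**Figure D3:**
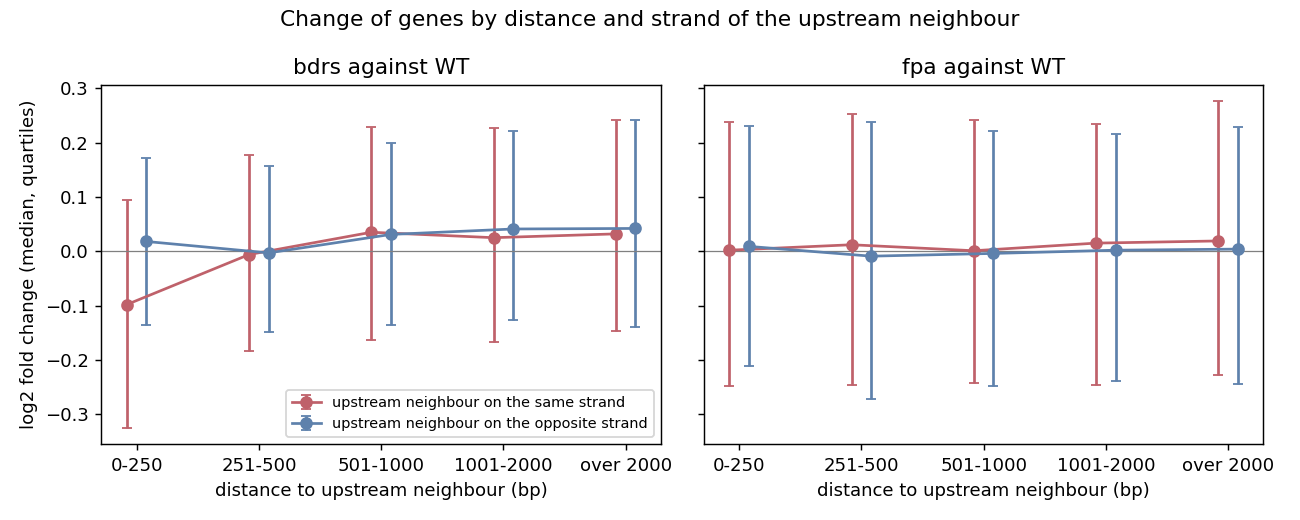
Median log2 fold change (points) and quartiles (bars) of tested genes in bins of the distance to the upstream neighbour (bp), for neighbours on the same or the opposite strand, in *bdrs* and *fpa* against WT. In *bdrs* the same-strand bin at 0 to 250 bp lies at −0.098, below the opposite-strand bin at 0.018, and in *fpa* these bins lie at 0.002 and 0.009.

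**Figure D4:**
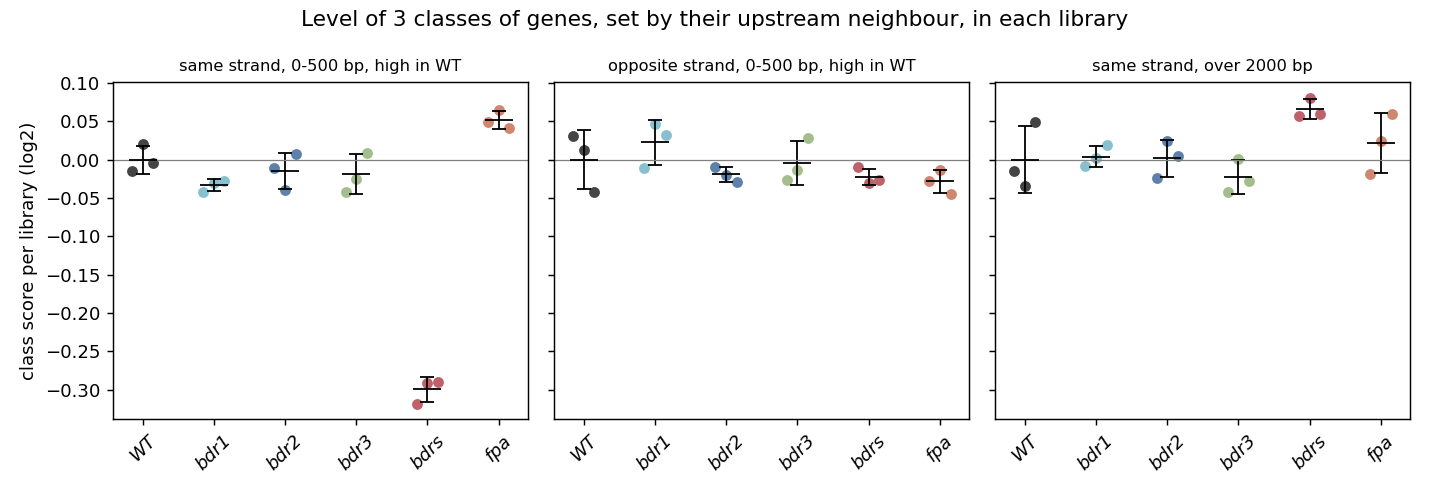
Score of 3 gene classes in each library (points, log2 scale), with the mean and SD of each group of 3 (lines). The score is the mean difference from WT over the class genes, less the same mean over all other tested genes. The *bdrs* libraries lie at −0.30 ± 0.016 for genes with a close, highly expressed neighbour on the same strand, and at −0.023 ± 0.011 where that neighbour lies on the opposite strand.

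The single mutants ask what each BORDER protein does alone. AT3G01345 (chromosome 3, 129138 to 130749) fell from 83.7 ± 11.5 CPM in WT to 0.75, 0.94 and 2.5 CPM in *bdr1*, *bdr2* and *bdr3*, and *MRD1* (AT1G53480, chromosome 1, 19963047 to 19964712) fell from 47.7 ± 2.94 to 9.88, 1.29 and 4.88 CPM. In *fpa* AT3G01345 and *MRD1* were also low, at 2.08 and 0.77 CPM. A difference of the WT line at these loci thus cannot be told apart from an effect of the mutations. In *bdr1*, 1 gene rose, AT5G15360 (1.43 to 7.15 CPM, log2 fold change 2.32, edgeR adjusted p = 0.00129), and 4 fell: those 2, *BDR1* and AT4G36600 (−1.12, edgeR adjusted p = 0.0202). In *bdr2*, AT5G28870 was listed at 0 CPM in WT and at 2.42 CPM in the mutant, and 7 genes fell: AT3G01345, *MRD1*, *BDR2*, *HEI10* (−1.74), a crossover factor gene that overlaps *MRD1* on the opposite strand, AT5G03090 (−1.80), AT5G11330 (27.0 to 12.2 CPM) and the noncoding AT2G01422 (1.46 to 0.19 CPM). In *bdr3*, AT3G01345 (−5.06), *MRD1* (−3.29), AT5G03090 (−2.41) and AT5G11330 (−1.27) fell, and 0 genes rose by edgeR against 2 by DESeq2. At an unadjusted p under 0.05 lay 1164 genes in *bdr1*, 160 in *bdr2* and 893 in *bdr3*, where 1007 are expected by chance. The libraries of mutant and WT did not overlap in 8.81%, 4.12% and 9.15% of the genes, where chance gives 10%. Several of these calls were lost when 1 library was left out. AT4G36600 in *bdr1* lost its call without any of WT 1, WT 2, WT 3, *bdr1* 2 or *bdr1* 3 (adjusted p up to 0.253, log2 fold change −1.03 to −1.15 against −1.12), and AT5G28870 without *bdr2* 1 or *bdr2* 3 (0.0635 and 0.0681, 8.34 and 8.08 against 8.33). AT5G03090 lost its call in *bdr2* without any of WT 1, WT 3 or the 3 *bdr2* libraries (up to 0.458, −1.68 to −1.85 against −1.80) and in *bdr3* without *bdr3* 1 or *bdr3* 3 (0.102 and 0.0987, −2.24 and −2.26 against −2.41). *HEI10* lost its call in *bdr2* without any of the 6 libraries (up to 0.235, −1.58 to −1.86 against −1.74). The lower genes numbered 23 by DESeq2 and 10 with no filter in *bdr1*, and 4 without *bdr2* 2 or *bdr2* 3 in *bdr2*. The higher genes in *bdr3* numbered 48 when only *bdr3* and WT were fitted, 10 without the libraries richest in ribosomal RNA, and 1 with no filter or with the replicate number as a block. In *bdr2* the 1 higher gene was absent from the genes of the authors' normalized table.

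Gene lists were tested in the single mutants in the same way. In *bdr1*, 0 of 24 seed maturation genes passed the edgeR test over all genes (5 calls in all, 24 by DESeq2, 1164 genes at an unadjusted p under 0.05), and 14 were lower adjusted over the list alone. *CRA1* stood at 148 ± 5.99 CPM against 285 in WT, and the camera test of the list passed (adjusted p = 3.47e-21, and adjusted p = 0.0434 with an estimated correlation). Abscisic acid, drought and cold genes (camera adjusted p = 7.71e-05, estimated 0.552) and root hair genes (0.00131, estimated 0.554) lay lower in *bdr1*, and light-harvesting genes higher (0.039, estimated 0.949), with adjusted p named as estimated where the correlation was estimated. In *bdr2*, seed maturation (camera adjusted p = 3.93e-09, estimated 0.447), root hair (1.57e-04, estimated 0.522) and heat shock genes (2.44e-04, estimated 0.858) lay higher and iron deficiency genes lower (0.00472, estimated 0.566). In *bdr3*, root hair (camera adjusted p = 9.83e-09, estimated 0.19; 3 higher adjusted over the list alone), heat shock (0.0352, estimated 0.899) and elongation and 3′ end genes (0.0273, estimated 0.748) lay higher and iron deficiency genes lower (0.0442, estimated 0.748).

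The triple mutant was set against the sum of the 3 single effects on the log2 scale, to ask whether the proteins replace each other. AT4G11410 stood at 9.22, 14.2 and 11.2 CPM in *bdr1*, *bdr2* and *bdr3* and at 0.14 CPM in *bdrs*, a departure of −5.64 ± 0.36 (edgeR adjusted p = 1.96e-08). AT1G09910 (−4.90), AT4G31310 (−4.85), AT2G14115 (−4.81) and AT1G20816 (−4.36) followed. The first 4 of these 5 tandem genes begin 2 to 142 bp beyond their neighbours, and AT1G20816 overlaps its neighbour by 4 bp. AT3G01345 departed upward by 11.7 ± 0.48 (edgeR adjusted p = 1.46e-11), with 0.87 ± 0.24 CPM in *bdrs*. This says nothing on replacement, since the gene was nearly silent in each single mutant and the sum of 3 such falls lies below any level that counts can show. The oxidase-like gene AT1G26390 (12.1), *CYP71A12* (7.80) and AT5G38910 (11.5) departed upward from WT levels that varied strongly (2.40 ± 3.47, 2.79 ± 3.19 and 0.28 ± 0.39 CPM), with 17.9 ± 8.00, 27.1 ± 15.2 and 9.07 ± 4.31 CPM in *bdrs*, and AT3G55790 stood at 0.00 CPM in *bdr3* and 1.65 ± 0.54 CPM in *bdrs*. Departures passed the edgeR test for 96 genes, 41 upward and 55 downward, and for 150 by DESeq2. With the replicate number as a block, 64 departed upward and 74 downward. Without WT 3 the count was 35, and AT1G26390, *CYP71A12* and AT5G38910 lost their calls (adjusted p = 0.421, 0.414 and 0.998) with departures of 6.96, 4.72 and 7.16, while that of AT3G55790 went from 13.0 to 7.96. AT5G38910 lost its call also without every other library except WT 1, *bdr1* 3 and *bdrs* 1 (0.0521 to 0.0991), and AT3G55790 without every library except WT 1, WT 2, *bdr1* 1, *bdr1* 3 and *bdrs* 1 (up to 0.998).

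The comparison of *fpa* with WT asks what the loss of another SPOC protein changes. *FLC* rose from 5.57 ± 0.97 to 75.3 ± 16.0 CPM (SD, n = 3; log2 fold change 3.76 ± 0.25 SE, edgeR adjusted p = 7.96e-09) and *SOC1* fell from 12.2 to 1.79 CPM (−2.93). Several genes that were nearly silent in WT appeared in *fpa*: AT5G24240 rose from 0.69 to 20.2 CPM (4.85 ± 0.28), the noncoding AT2G01422 from 1.46 to 41.7 CPM (4.82), AT1G32375 from 0.17 to 4.59 CPM (4.70) and *CNGC16* (AT3G48010), a gene of the cyclic nucleotide-gated channel family, from 0.04 to 3.74 CPM (6.39). AT4G24652 (6.29), AT5G61180 (6.25), the purine permease gene *PUP15* (AT1G75470, 5.49), the C2-domain gene AT3G17980 (5.08), AT5G03435 (4.47) and *CHX14* (AT1G06970, 4.37), a cation exchanger gene, had WT means between 0.02 and 0.11 CPM and *fpa* means between 1.99 and 2.63 CPM. AT3G05170 fell from 2.41 to 0.02 CPM (−6.30), AT5G43180 from 4.44 to 0.18 CPM (−4.53) and AT5G35660 from 38.1 ± 12.5 to 3.31 ± 0.19 CPM (−3.52). *MRD1* (−5.92), AT3G01345 (−5.34), AT5G43770 (−4.30), AT5G59170 (−3.48), *DSI-1VOC* (AT1G07645, −3.40) and the storage globulin genes *CRC* (−3.47) and *CRA1* (−3.38) completed the 10 largest falls. In all, 264 genes were higher and 629 lower at an edgeR adjusted p under 0.05, and 27.4% of the genes had libraries that did not overlap, where chance gives 10%. With the replicate number as a block the counts were 474 and 888, and DESeq2 gave 420 higher. The counts of higher and lower genes were 136 and 340 without WT 2, 174 and 416 without WT 3, 157 and 358 without *fpa* 1, and 154 and 379 without *fpa* 2.

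Seed maturation genes fell furthest among the lists in *fpa*. Of 24 measured, 19 were lower and none higher (21 lower adjusted over the list alone). *CRA1* fell from 285 ± 62.5 to 27.3 ± 8.60 CPM, *PER1* from 38.2 to 6.41 CPM (−2.56), and the late embryogenesis genes *LEA76* from 34.6 to 7.01 CPM (−2.33) and *ECP63* from 10.9 to 1.55 CPM (−2.74). The list passed the camera test (adjusted p = 1.82e-51, and adjusted p = 0.00156 with an estimated correlation). Of 23 abscisic acid, drought and cold genes, 6 fell (6 adjusted over the list alone; camera adjusted p = 2.84e-05, and adjusted p = 0.457 with an estimated correlation), among them *RD29B* from 56.8 ± 2.35 to 13.0 ± 4.48 CPM (−2.13) and the dehydrin gene *RAB18* from 150 to 50.3 CPM (−1.57). *RD29A* (−1.44) lost its call without WT 1, WT 2, WT 3, *fpa* 1 or *fpa* 3 (adjusted p up to 0.115) and *ADH1* (−1.06) without WT 2, WT 3, *fpa* 1 or *fpa* 3 (up to 0.102). *DREB2A* (−1.19) and *P5CS1* (−0.86) were the others, and their calls were not examined in the alternative fits. The other 15 lists missed the camera threshold. *FLC* rose and *SOC1* fell among 14 flowering time genes (camera adjusted p = 0.732, with a median of −0.17, a mean of −0.01 and an upward rank). *HSP18.2* rose among 14 heat shock genes (1.55; 0.442), *EXPA7*, an expansin gene of root hairs, among 11 root hair genes (0.73; 0.366) and *GSTF12*, an anthocyanin transport gene, among 16 flavonoid genes (1.12; 0.0978; 5 higher and 1 lower adjusted over the list alone). *SCR*, a regulator of the endodermis, fell among 10 endodermis genes (−0.59; 0.471), *GI* among 19 clock genes (−0.76; 0.442) and *SPT16*, a histone chaperone gene, among 22 elongation and 3′ end genes (−0.68; 0.0816). Left-out libraries ended the calls of *EXPA7* (WT 2 or *fpa* 3, up to 0.0979), *GSTF12* (WT 1, WT 2, *fpa* 2 or *fpa* 3, up to 0.175), *SCR* (WT 2, WT 3 or any *fpa* library, up to 0.245), *GI* (the same libraries, up to 0.239) and *SPT16* (any of the 6, up to 0.254). No member passed the edgeR test among the Calvin cycle (camera adjusted p = 0.782), light-harvesting (0.53), root meristem and cell division (0.415), salicylic acid (0.61), jasmonate (0.581), phosphate (0.61), iron (0.299) and reference genes (0.567).

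The upstream context of *fpa* calls was measured in the same way. Of 629 genes lower in *fpa*, 52.1% had a tandem upstream neighbour, against 51.0% of the others (Fisher's exact test p = 0.571), at a median of 366 bp against 606 bp (permutation test, p = 0.00201). Of 264 genes higher in *fpa*, 168 (63.6%) were tandem, against 50.9% (odds ratio 1.69, Fisher's exact test p = 3.97e-05), at 325 bp against 604 bp (permutation test, p = 0.00853). Their neighbours were 1.48-fold more highly expressed in WT (permutation test, p = 0.00889). A downstream neighbour on the same strand lay beside 59.1% of the higher genes against 50.2% (Fisher's exact test p = 0.00431) and 41.0% of the lower genes against 50.6% (p = 2.46e-06).

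The direct comparison of *bdrs* with *fpa* does not involve WT. *FLC* was lower in *bdrs* than in *fpa* (42 and 75.3 CPM, log2 difference −0.85 ± 0.21, edgeR adjusted p = 0.0114). AT4G11410 (0.14 and 16.3 CPM, −6.84 ± 0.23) and *NdhM* (4.27 and 49.4 CPM, −3.53) were lower in *bdrs* than in *fpa*. Of 24 seed maturation genes, 13 were higher in *bdrs* (17 adjusted over the list alone; camera adjusted p = 4.35e-09, and adjusted p = 0.503 with an estimated correlation), as *CRC* with 60.0 ± 24.1 and 15.8 ± 7.30 CPM. Among salicylic acid genes 7 of 17 were higher in *bdrs* (camera adjusted p = 0.00124, and adjusted p = 0.91 with an estimated correlation), such as *CBP60G* (2.03) and *WRKY18* (1.88), both regulators of defence genes. Of 22 genes of elongation and 3′ end formation, 7 were higher in *bdrs* (8 adjusted over the list alone; camera adjusted p = 0.0068, and adjusted p = 0.931 with an estimated correlation), among them *SPT16* (0.91) and the cleavage factor gene *CPSF73-I* (0.79). In all, 2183 genes were higher and 1816 lower in *bdrs* than in *fpa* (edgeR adjusted p under 0.05). The 3999 calls became 1224 without *bdrs* 2, 1748 without *bdrs* 3, 2144 without *fpa* 2 and 2297 without *fpa* 3.

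Calls shared between mutants were counted last. *MRD1* and AT3G01345 were lower in all 5 mutants, *HEI10* in *bdr2*, *bdrs* and *fpa*, AT4G36600 in *bdr1*, *bdrs* and *fpa*, and AT5G11330 in *bdr2*, *bdr3* and *bdrs* (12.2, 11.1 and 11.7 CPM against 27.0 in WT). AT2G01422 was lower in *bdr2* and *bdrs* and higher in *fpa*. Of the genes lower in *bdrs* and in *fpa*, 166 were shared, where independent lists give 17.5 and simulated unchanged groups 0. Of the higher genes, 23 were shared, against 5.0 and 0. Unchanged groups yield hardly any calls, so their 0 was fixed by the setting and is no measure of overlap by chance. Another 10 genes went opposite ways, 6 and 4 in each combination. Without WT 3 the shared lower genes numbered 106, without WT 2 the shared higher genes 12, and with the replicate number as a block the shared higher genes 44. Across 20143 genes, which are not independent replicates, the log2 fold changes of *bdrs* and *fpa* correlated with r = 0.28 against 0.49 for simulated unchanged groups, and their covariance was 0.081 against a simulated 0.037 (highest 0.04), a difference of 0.044. The covariance of *bdrs* with *bdr1* and *bdr3* (0.046 and 0.047) lay above the highest simulated values (0.04 and 0.039), and that with *bdr2* (0.038) lay within the simulated range (highest 0.04). All comparisons used the same 3 WT libraries, too few to split. The simulations share their WT libraries too, so independent noise of the controls is already in their values. They drew each gene apart, without structure across whole libraries or a difference of the WT line. Their range may thus be too narrow, and part of the excess may still come from the shared controls.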

Values the study reported

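The study reported that 74% of the genes with lower expression in the triple mutant, which it calls BDR-protected, share the strand of the gene just upstream, where the figure for the whole genome was 50%. It gave a distance of 244 bp from the end of the upstream gene to the start of these genes, and 859 bp as the median of the genome. Their tandem upstream neighbours had an expression about 2.5-fold above that of the neighbours of control genes.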

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

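3 alternatives were chosen after seeing the data: only the genes of the authors' normalized table, leaving out the 3 libraries with over 1% rRNA, and neighbours from every gene of the newer annotation. No result past its threshold changed direction in any alternative run. The neighbour change, which has no threshold, turned from 0.019 to −0.011 without *bdrs* 2, and the class medians near 0 in *bdr1* and *bdr2*, short of the threshold, turned without WT 2. The tandem share, distance and neighbour expression of genes lower in *bdrs* and the close tandem class in *bdrs* stayed past their thresholds in every alternative run for them, which for the first 3 were other neighbour annotations, DESeq2, the replicate block and left-out libraries. Of 106 calls named by the rule fixed beforehand, with a gene counted once per comparison, 74 were kept in every alternative. For single genes and lists, 1872 results of alternatives stayed on their side of the threshold, 163 fell below it and 16 passed it. DESeq2 gave 23 genes lower in *bdr1*, 2 higher in *bdr3*, 420 higher in *fpa* and 150 that departed from the sum. No filter on low counts gave 10 lower in *bdr1* and 1 higher in *bdr3*. Fitting only 2 groups gave 48 higher in *bdr3*. Without the rRNA-rich libraries 693 genes were higher in *bdrs*, 10 higher in *bdr3*, and 4 lists passed in *fpa*. Only the genes of the authors' table gave 0 higher in *bdr2*. An estimated correlation left 0 lists past the threshold in *bdrs* and 1 in *fpa*. The replicate block gave 474 genes higher in *fpa*, 1 higher in *bdr3* and 44 higher in both *bdrs* and *fpa*. It gave 1362 calls in *fpa* against 893, 64 upward departures from the sum against 41, and 538 higher and 700 lower in *bdrs*, and called 939 of the 940 genes of the unblocked fit there. Correlations with the same-numbered WT library were 0.19, 0.23 and 0.02 in *bdrs*, where each WT library correlated best with its own number. They were 0.06, −0.16 and 0.35 in *bdr1*, 0.11, −0.27 and 0.25 in *bdr2*, and 0.08, −0.21 and 0.22 in *bdr3*. In *fpa*, WT 2 correlated best with *fpa* 1. Fits that left out 1 library gave 170 to 696 genes higher and 355 to 721 lower in *bdrs*, 0 to 1 higher and 4 to 6 lower in *bdr2*, 136 to 204 higher and 340 to 600 lower in *fpa*, 35 to 123 that departed from the sum, and 1224 to 5610 in *bdrs* against *fpa*. They gave neighbour changes of −0.011 to 0.033, 3 to 8 lists in *bdrs* and 2 to 4 in *fpa*, and 12 to 18 genes higher and 106 to 151 lower in both *bdrs* and *fpa*. Fewer libraries leave fewer residual degrees of freedom; the cause of the other shifts was not tested. Depth and 3 libraries per group limit what can be seen of 1.5-fold changes. The simulated test recovered 9.0% of them, with fewer changed genes than the real contrast called.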

Other observations

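The tests of this part were chosen after the results were seen, except that on overlapping gene models. A further pattern lay among genes higher in *fpa*. Of 148 such genes with a measured tandem upstream neighbour, that neighbour was lower in *fpa* in 23 cases (15.5%), against 174 of 7360 other pairs (2.4%; odds ratio 7.6, two-sided Fisher's exact test p = 3.64e-12). Distances in the 23 pairs ran from −468 bp, an overlap, to 11524 bp. Overlapping pairs, whose reads cannot be assigned with certainty, were not left out of this test. *ADK1* (AT5G63400) fell from 88.3 to 18.6 CPM in *fpa* (log2 fold change −2.25). AT5G63390, which begins 235 bp beyond *ADK1*, rose from 0.771 ± 0.103 to 11.7 ± 0.405 CPM (SD, n = 3, log2 fold change 3.92). AT3G09410 fell (−1.32) beside AT3G09405 (2.31), which overlaps it by 37 bp, and AT3G11070 fell (−0.78) beside *RLP35* (2.31), a receptor-like protein gene 70 bp downstream. In *bdrs* AT5G63390 did not pass the test (−0.48), while AT3G09405 (2.12) and *RLP35* (1.09) were higher (edgeR adjusted p = 4.57e-05 and 0.029). These pairs were picked after their values were seen.

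The median distance of genes lower in *bdrs* to their tandem neighbour was 76 bp here. It rests on the newer gene models of TAIR10.1, on edgeR calls and on overlaps counted as negative distances. That is lower than the value quoted from the study above, which rests on TAIR10 gene models and DESeq2 calls, so the values are not measured alike.

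Genes lower in *bdrs* were enriched for a close same-strand upstream neighbour, at 0 to 500 bp for 322 of 559 (57.6%) against 20.3% of other genes, and their tandem neighbours had higher expression. A bias of expression level, length or GC content was argued against, since 10000 draws of genes matched on all 3 reached a tandem share of at most 57.1%, against 79.2%. Reads lost where gene models overlap were argued against as the whole cause, since among genes overlapping no other gene 75% of 352 lower genes were tandem, against 52.5% (odds ratio 2.71, Fisher's exact test p = 1.58e-17). Among genes with a tandem neighbour at 0 to 250 bp, the median log2 fold change was −0.044, −0.110 and −0.187 in the lower, middle and upper tertile of neighbour expression, a difference of −0.143 (95% bootstrap interval −0.184 to −0.104), and in *fpa* these medians were 0.027, −0.006 and 0.009. Higher expression of the neighbours of lower genes was known before this comparison, so it decides nothing about transcription that runs on from the upstream gene. That explanation stays open here, since counts per gene hold no reads between genes. The authors looked for joined transcripts of such pairs and reported none. Their polymerase ChIP-seq showed weaker 3′ pausing at these upstream neighbours in the triple mutant, with its peak moved toward the downstream gene. In their light experiment, the expression of downstream genes in the triple mutant relative to WT changed with that of the upstream gene. Neither data set was examined here.

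Seed maturation genes were lower in *bdrs* and *fpa*, and as a list in *bdr1* (median −0.85, adjusted camera p = 3.47e-21, adjusted p = 0.0434 with an estimated correlation, 0 of 24 past the test over all genes). With an estimated correlation the list missed the threshold in *bdrs* (adjusted p = 0.0906). The 3 libraries with over 1% rRNA were argued against as the cause, since without them the median was −1.19 against −1.14 in *bdrs*, with 13 genes lower in both fits, and −2.43 against −2.19 in *fpa*, with 18 lower against 19. The adjusted camera p with a preset correlation was then 2.83e-16 in *bdrs* and 2.71e-52 in *fpa*. In *bdr1* the median was −0.92 without them. With all libraries the list went the other way in *bdr2* (median 0.22, 0 of 24 past the test over all genes). It passed the camera test there with a preset correlation but not with an estimated one. In *bdr3* it passed neither (median 0.05). The preset correlation was 0.01, against an estimated 0.31 in *bdr1* and 0.292 in *bdr2*. A pass with the preset value alone is thus weak evidence. A smaller share of 1 tissue that holds seed transcripts would lower all storage protein and oleosin genes by 1 factor. The 8 such genes with a WT mean of at least 1 CPM differed by more than their errors in *bdrs* (Q = 58.8, 95% point 17.7) and *fpa* (Q = 21.0, 95% point 18). The 6 with a mean of at least 1 CPM in both comparisons did so in *bdrs* (Q = 17.3, 95% point 14.0) but not in *fpa* (Q = 9.0, 95% point 14.4). The 4 with a WT mean of at least 10 CPM did so in neither (Q = 0.8 and 2.6). The outcome rests on 2S albumin genes of low level, so this explanation stays open in both, and it was not tested in *bdr1*. Seedlings at another stage of growth cannot be told apart from the mutations, since each genotype was its own group of seedlings and no stage marker was fixed (median of the light-harvesting list −0.15 in *bdrs*). An effect of the mutations on seed genes stays open as untested.

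*MRD1* and AT3G01345 were lower in all 5 mutants. Chance values of the shared WT libraries were argued against. The lowest WT library lay above the highest mutant library by log2 gaps of 1.94 for *MRD1* and 4.68 for AT3G01345, while the largest gap in the opposite direction, which chance would favour as much, was 0.21 over 20143 genes. A difference of the WT line at these loci cannot be told apart from an effect common to the mutants, since only another WT line would decide: the highest of 15 mutant libraries reached 26.0% of the lowest WT library for *MRD1* and 3.8% for AT3G01345. The mutants themselves differed in *MRD1* in 8 of 10 pairs and in AT3G01345 in 5 of 10 (edgeR adjusted p under 0.05), as *MRD1* at 9.88 CPM in *bdr1* and 1.29 in *bdr2*. An effect of SPOC protein loss on both genes stays open as untested.

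Regrouping the libraries gave the following. Splits of 3 against 3 libraries number 10, too few for a share under 0.05. The real split gave 940 genes in *bdrs*, 893 in *fpa*, 5 in *bdr1*, 8 in *bdr2*, 4 in *bdr3* and 3999 in *bdrs* against *fpa*, each more than all other splits, whose highest was 0, so 1 of 10 splits gave as many. For the close tandem class in *bdrs*, permutation over the 10 splits put the real one first (camera p = 1.63e-13, the lowest of the others 5.27e-05, so 1 of 10). For gene lists, the real split gave 5 lists past the threshold in *bdrs* and other splits up to 8 (7 of 10 gave as many), and 2 in *fpa* and other splits up to 9 (10 of 10). The same held in *bdr1* (4 lists, other splits up to 9, 9 of 10), *bdr2* (4, up to 9, 6 of 10), *bdr3* (4, up to 7, 9 of 10) and *bdrs* against *fpa* (3, up to 11, 10 of 10). The other splits mix the genotypes, so a diluted effect of genotype and structure among the libraries cannot be told apart there. For the departure from the sum, 1 of 100 drawn splits gave as many genes, the real one with 96 against at most 2. That is the smallest share 100 draws can give, and it argues only against labels that carry no information at all. The draws mix genotypes, which widens the spread within groups, so they do not test whether the single effects add up. The count was 35 without WT 3.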
